A study of Homo sapiens with 6 samples. Its data were reported in "Biphasic Regulation of Mesenchymal Genes Controls Fate Switches During Hematopoietic Differentiation of Human Pluripotent Stem Cells" (2020).

How the data were processed

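RNA sequencing was performed on H1 cells, a human embryonic stem cell line, collected at day 2 of hematopoietic differentiation. Per the labels, the medium held activin A at 40 ng/ml and BMP4 at 50 ng/ml, and each library was made from 2 ug of total RNA. The methods of the study give the doses the other way round, BMP4 at 40 ng/ml and activin A at 50 ng/ml. Which is right is not known. The 6 samples were wild-type cells (WT, n = 2) and cells with SNAI1 deletion, whose titles carry 2 different leading numbers and were treated as 2 knockout groups (SNAI1_KO_1 and SNAI1_KO_2, n = 2 each). The labels do not say what this leading number stands for. The study describes a pair of knockout lines for each gene it deleted, with frameshift mutations, and the numbers were taken as groups without matching them to those lines.

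The authors deposited FPKM values (fragments scaled by transcript length and by the number of mapped fragments) per gene symbol in 2 tables, each with 1 library of every group. The unit is named in a heading line of the second table, and the first table carries the same kind of values without naming it. Aligner, quantification program, genome build and gene annotation were not stated, so no coordinates are printed. The first table had 38100 gene rows and the second had 58324. The columns give a group but no replicate number. The tables were normalized separately and list different numbers of genes, so knockout and WT libraries were compared only within a table, with the table as a block in the model. Per-sample columns outside the 6 used numbered 0.

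Symbols listed more than once in a table (94 in the first and 340 in the second) were left out, which left 37803 symbols found once in both tables. Genes with a mean FPKM of at least 1 over the 6 libraries (13909 genes) were tested on log2(FPKM + 1). A difference on this scale understates the change of genes with low values. A linear model with a mean for each of the 3 groups and a term for the table was fitted with limma (version 3.58.1, R version 4.3.3), using lmFit, contrasts.fit and eBayes with a mean-variance trend. It had 2 residual and 3.34 prior degrees of freedom. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The contrasts were each knockout group against WT, the mean of both knockout groups against WT, and the knockout groups against each other.

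The pairing of libraries comes from the tables they share. Over the genes tested, the differences between tables of the 3 groups correlated with r = 0.616, 0.666 and 0.676 across genes, which are not independent replicates.

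Gene lists were written by hand before the data were examined, and 7 of them were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 21 tests. SNAI1 was left out of every list. Single genes are named by a rule also set before the data were examined. SNAI1 comes first, then 20 genes picked by hand from those that the study names, then the 5 largest rises and the 5 largest falls in the contrast of both knockout groups against WT, among genes past the threshold that moved the same way in all 4 within-table differences. Of these, 1 gene is not reported here.

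The models were tested on simulated values for 13909 genes. Every simulated change had a log2 size of at least 1, with normal noise drawn independently for each gene from the fitted spread. Of 200 genes changed in both knockout groups, 94% were called, and 4.36% of the calls were genes simulated without a change. With no gene changed, 0 were called, with the knockout groups separate or as one group. Of 200 genes changed in 1 knockout group, 81.5% were called between the knockout groups. These rates do not carry over to smaller changes or to genes that vary together. In the data, 998 of the 4348 genes called for both groups had a log2 difference of at least 1.

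FPKM values carry no read totals, so absolute depth is unknown and no counting interval is given. Relative depth within a table was estimated from the commonest ratio of FPKM values between 0.001 and 0.3 in a knockout library and in WT. The alternatives were no block, pseudocounts of 0.1 and 10, no filter, a mean FPKM of at least 5, quantile normalization, median-ratio scaling, no mean-variance trend, a log2 difference of at least 1, other groupings in the fit, and leaving out each library. For the lists they also covered limma's fry and an estimated inter-gene correlation. GC content and gene type were taken from GENCODE release 29 by symbol, and 98.5% of the genes tested had a GC value. A correction for GC content, equal library means and protein-coding genes only were alternatives chosen after seeing the data, as was the mesenchyme list without the Wnt-dependent transcription factors. Count-based tests were not run, because the values are FPKM.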

Results

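To examine how deletion of SNAI1, a zinc-finger transcription factor, affects gene expression as human embryonic stem cells start to form mesoderm, RNA-seq of H1 cells at day 2 of hematopoietic differentiation was compared between WT cells (n = 2) and the groups labelled SNAI1_KO_1 (n = 2) and SNAI1_KO_2 (n = 2). FPKM summed to between 624414 and 633851 per library in the first table and between 603399 and 605924 in the second. Between 13626 and 14164 symbols per library had an FPKM of at least 1. Absolute depth is unknown. Relative to the WT library of the same table, the estimated depth was 0.966 for SNAI1_KO_1 and 0.875 for SNAI1_KO_2 in the first table, and 1.09 and 1.11 in the second. Mitochondrial genes took between 8.77% and 9.46% of the FPKM of the analysed symbols in the first table and between 5.20% and 5.52% in the second, a difference between tables that did not follow the groups.

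The expression of SNAI1 itself was analysed first, because it bears on the labels. SNAI1 FPKM was 37.1 and 36.4 in the WT libraries of the first and second table. It was 51.6 and 47.8 in the libraries labelled SNAI1_KO_1 and 68.6 and 55.0 in those labelled SNAI1_KO_2. SNAI1 mRNA was thus higher than WT in all 4 knockout libraries, with a log2 difference of 0.58 ± 0.074 (SE) over both knockout groups and an adjusted p of 0.00461 by limma. Without the block the adjusted p was 0.0761. The study describes the mutations as frameshifts, which can leave a transcript in place, so the mRNA level does not check the labels, and every direction below is that of the libraries as labelled.

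To ask how many genes differed between the labelled genotypes, each knockout group was set against WT over 13909 genes. In the libraries labelled SNAI1_KO_1, 3327 genes passed the threshold, of which 1809 were higher and 1518 lower than in WT. In those labelled SNAI1_KO_2, 3549 genes passed, 1880 higher and 1669 lower. Both contrasts shared 2895 genes, and all 2895 changed in the same direction. The shared WT libraries enter both contrasts, so this overlap is not independent. The contrast of both knockout groups against WT called 4348 genes, 2201 higher and 2147 lower. Without the block, 576, 698 and 1065 genes were called in the same order, of which 75.5%, 74.6% and 71.9% were higher. With the block and a log2 difference of at least 1 as well, the alternative that moved the contrast of both groups most, 998 genes were called, 732 higher and 266 lower. The correlations between tables that bear on the block were 0.616, 0.666 and 0.676.

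The tables allow the difference to be measured separately in each. Of 1120 genes that differed by at least 1 on the log2 scale in the first table, 1045 (93.3%) had the same direction in the second, and 785 also reached that size there. The differences of the tables correlated with r = 0.772 across genes, which are not independent replicates.

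**Figure D1:**
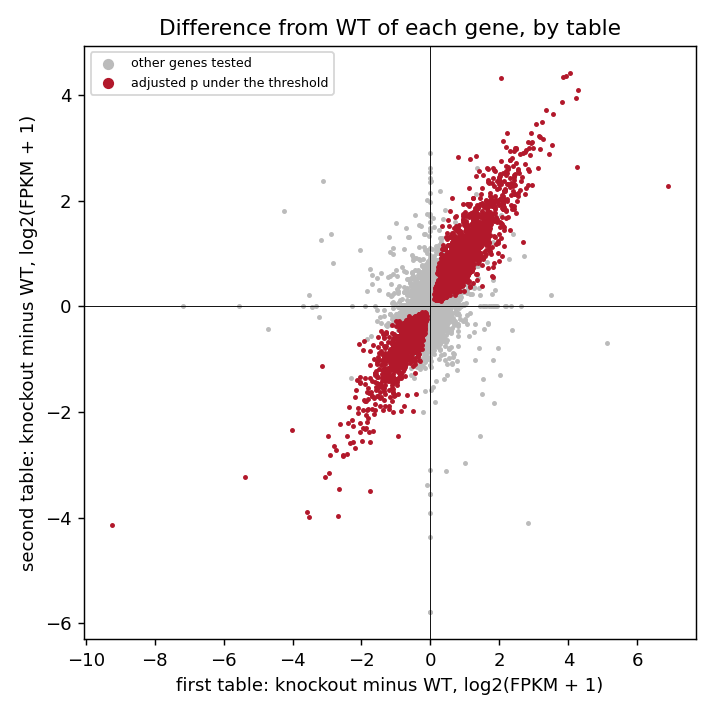
Each point is a gene, with the mean difference of both knockout libraries from WT in the first table (x axis) and in the second table (y axis), on the log2(FPKM + 1) scale; red points are the 4348 genes past the adjusted p threshold of 0.05. Red points were selected on these same differences, so most lie where both tables have the same direction.

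To ask how far samples of the same labelled genotype differ, the knockout groups were compared with each other. No gene passed the threshold (0 of 13909), and 521 genes had an unadjusted p under 0.05, where chance gives 695. The smallest adjusted p was 0.324. The median standard error was 0.12 on the log2 scale, so small differences between these groups were not detectable. A gene that changed alone would need an unadjusted p far under 0.05 to pass over all genes. Larger differences in a few genes could therefore be missed too.

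Next, a hand-picked selection of 20 genes named by the study was examined. It leaves out other genes that the study names, among them HAND1, TWIST1, MSX2 and OVOL2. HAND1 and TWIST1 were lower, with log2 differences of -1.96 and -0.86. MSX2 and OVOL2 were higher, by 0.49 and 1.41, and each of these genes passed the threshold. Of the 20 selected genes, FOXD1 fell below the filter and was not tested. Of the other 19, 15 passed the threshold over all genes, 10 lower and 5 higher than in WT. Adjusted over this list alone, 17 passed. Among mesenchymal genes, TBX20 was 3.46 ± 0.25 FPKM in WT (SD, n = 2), 0.346 ± 0.14 in the libraries labelled SNAI1_KO_1 and 0.405 ± 0.021 in those labelled SNAI1_KO_2, with a log2 difference of -1.70 and an adjusted p of 0.00133 by limma. BMP2 was 175.7 ± 45.6 FPKM in WT, 112.2 ± 22.7 in SNAI1_KO_1 and 106.5 ± 9.45 in SNAI1_KO_2, with a log2 difference of -0.66 and an adjusted p of 0.00352. Each SD given here and below spans both tables, so it includes the difference between tables that the block removes. NRP1 had a log2 difference of -0.58 and an adjusted p of 0.00728. SNAI2 and ZEB2 were also lower, with log2 differences of -0.55 and -1.16 and adjusted p of 0.0262 and 0.00298. Taken alone, SNAI1_KO_1 passed for SNAI2 (adjusted p 0.0332 by limma) and SNAI1_KO_2 did not (0.0677). FN1 did not differ, with an adjusted p of 0.305. Without the block, BMP2, NRP1, SNAI2, ZEB2, MESP1 and POU5F1 no longer passed, with adjusted p between 0.0782 and 0.337. Without the filter on low values, SNAI2, EOMES and NANOG no longer passed, with adjusted p of 0.128, 0.0526 and 0.0650.

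Among genes of mesoderm and its induction, APLNR fell from 596.9 ± 34.3 FPKM in WT to 246.1 ± 4.25 in SNAI1_KO_1 and 248.8 ± 44.4 in SNAI1_KO_2 (SD, n = 2 each), a log2 difference of -1.27 with an adjusted p of 0.000421. GATA4, EOMES, MESP1 and LEFTY1 were lower by log2 differences of -1.23, -0.70, -0.43 and -1.78. GSC was lower in all 4 differences and passed over the list alone (adjusted p 0.0387) but not over all genes (0.0839). AXIN2, a Wnt target, did not differ (adjusted p 0.768).

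Among epithelial genes, CDH1 was 14.4 ± 5.78 FPKM in WT, 83.4 ± 9.55 in SNAI1_KO_1 and 90.6 ± 14 in SNAI1_KO_2, with a log2 difference of 2.56 and an adjusted p of 0.000292. EPCAM and OCLN were higher by log2 differences of 1.97 and 2.56, each with an adjusted p of 0.000183. Of the pluripotency genes, POU5F1 was higher by 0.57 and NANOG by 1.14. SOX2 was low in every library, between 0.281 and 2.18 FPKM, and passed over the list alone (adjusted p 0.0459) but not over all genes (0.0992).

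**Figure D2:**
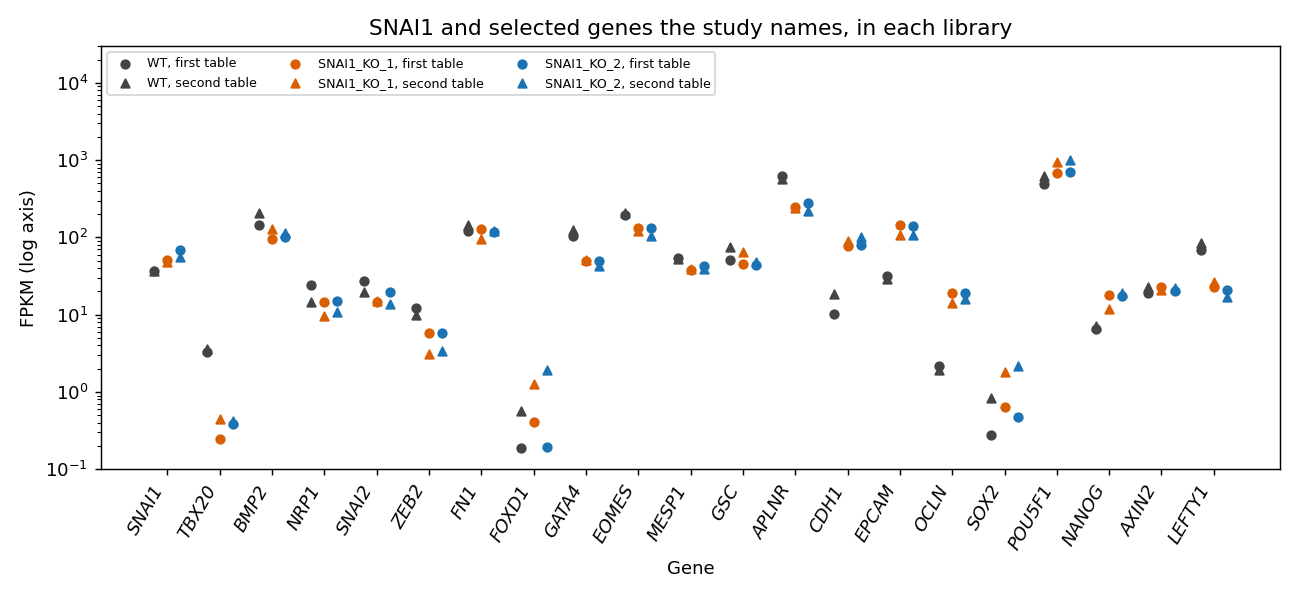
FPKM (log axis) of SNAI1 and the 20 selected genes named by the study, with 1 point per library; colors stand for the groups, circles for the first table and triangles for the second. SNAI1 lies higher in the 4 knockout libraries than in WT, as do CDH1, EPCAM and OCLN, while TBX20, ZEB2, GATA4 and APLNR lie lower.

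The genes with the largest changes were then listed by the fixed rule. NPPB rose from 15.4 ± 3.89 FPKM in WT to 299.3 ± 25.2 in SNAI1_KO_1 and 308.3 ± 7.53 in SNAI1_KO_2, a log2 difference of 4.23 ± 0.095 (SE) with an adjusted p of 0.000139 by limma. ACTA1 and ANKRD1 rose by 4.20 and 4.09 on the log2 scale. HOXB2 was 15.6 ± 0.60 FPKM in WT, 0.343 ± 0.37 in SNAI1_KO_1 and 0.169 ± 0.13 in SNAI1_KO_2, a log2 difference of -3.75 with an adjusted p of 0.000269. HOXB3 had a log2 difference of -3.33 and WT values of 6.90 and 22.2 FPKM. Whether the authors' counting used strand is not stated, so genes that overlap others, such as those of the HOXB cluster, are uncertain. Other genes of the rule, RPS29P5, AC015911.1, SNRPCP14 and SNRPCP6, are processed pseudogenes, whose reads can be split with near-identical copies, and are uncertain. RPS29P5 was listed at 0 in the WT library of the first table and at 48.1 FPKM in that of the second. AC015911.1 was listed at 0 in 3 of the 4 knockout libraries and at 175.1 FPKM in the fourth. SNRPCP14 and SNRPCP6 were listed at 0 in all 4. RPS29P5 and AC015911.1 did not pass without the block, with adjusted p of 0.158 and 0.120, or without the filter, where SNRPCP14 also did not pass (adjusted p 0.0502).

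Finally, gene lists were compared to ask whether mesenchymal and mesoderm genes shift as sets. The mesenchyme list (123 genes tested) was lower in both knockout groups, with a mean log2 difference of -0.26 over both groups and an adjusted camera p of 0.00196. Of its genes, 56 were called lower and 20 higher. Its mean difference lay between -0.29 and -0.24 in the 4 knockout libraries. The epithelial list (25 genes) was higher, with a mean log2 difference of 1.65 and an adjusted camera p of 8.49e-18, and 23 genes were called higher and 0 lower, all 25 having a positive difference. A list of Wnt-dependent transcription factors (13 genes) had a mean log2 difference of -0.84 and an adjusted camera p of 0.00196. All 13 are also in the mesenchyme list, so these results are not separate. Without them the mesenchyme list (110 genes) had a mean log2 difference of -0.19 and an adjusted camera p of 0.0104. The mesoderm list (34 genes) did not shift as a set, with a mean log2 difference of 0.12, a median of -0.20 and an adjusted camera p of 0.629. Camera does not test this mean itself, and its direction for the list was down, opposite to the sign of the mean. In it 16 genes were called lower and 13 higher. The pluripotency, endoderm and Wnt target lists did not pass, with adjusted p of 0.198, 0.189 and 0.0682. Genes called higher and lower numbered 6 and 3 in the pluripotency list, 3 and 7 in the endoderm list and 8 and 4 in the Wnt target list. The pluripotency list passed with fry in place of camera (adjusted p 0.0150), and the Wnt target list passed under quantile normalization (adjusted p 0.0421). Unlike camera, fry does not set a list against the other genes, so its pass answers a different question. The same 3 lists passed in each knockout group taken alone. Without the block the adjusted camera p was 0.000237 for the mesenchyme list and 2.31e-22 for the epithelial list. The alternative that moved the lists most was an inter-gene correlation estimated from these data, under which 0 lists passed and both the mesenchyme and the epithelial list had an adjusted p of 0.170.

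**Figure D3:**
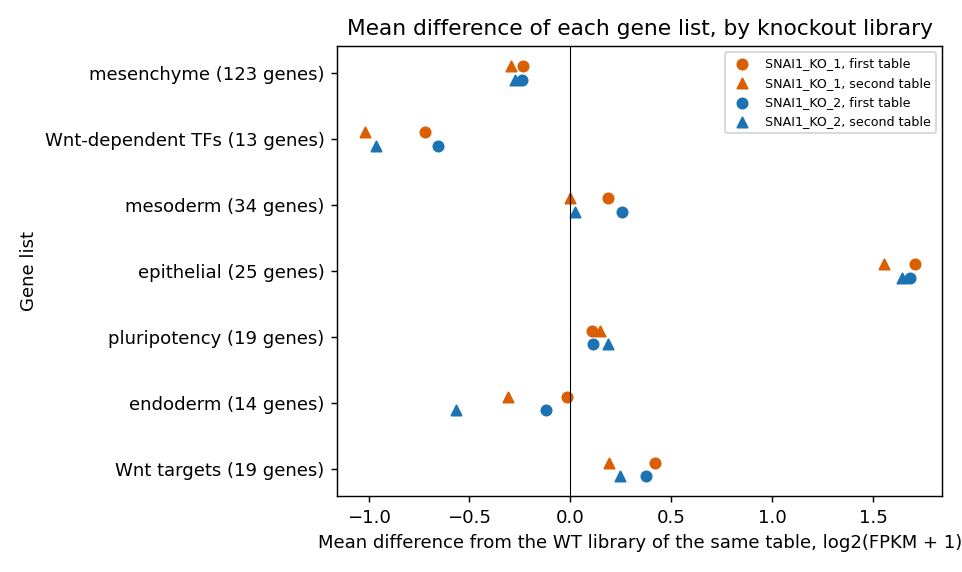
Mean difference of each gene list from the WT library of the same table (x axis, log2(FPKM + 1) scale), with 1 point per knockout library; colors stand for the knockout groups, circles for the first table and triangles for the second. The epithelial list lies between 1.55 and 1.71 in all 4 libraries and the mesenchyme list between -0.29 and -0.24, while the mesoderm list spans from -0.00084 to 0.26.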

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

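All tests in this part were chosen after the contrast or the symbols concerned had been looked at, and the correction for GC content was revised after its first values were seen.

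The endoderm list differed between the knockout groups. Its mean log2 difference, SNAI1_KO_2 against SNAI1_KO_1, was -0.18 over 14 genes, with 13 of the 14 lower, a camera p of 0.000249 and an adjusted p of 0.00135 over 28 tests that include this added contrast. Of the 14 genes, 6 are also in the mesoderm list and 4 in the mesenchyme list, so the difference is not specific to endoderm. No single gene passed in that contrast (0 called, 521 at an unadjusted p under 0.05). The difference was negative in both tables, and -0.11 in the table where it was smaller, so it did not come from one table. The camera p was 0.000294 under quantile normalization, 0.000385 after the correction for GC content and 0.000888 without APOA2, the gene with the largest fall. With the inter-gene correlation estimated from the data (0.670), the camera p was 0.338. That estimate rests on 2 residual degrees of freedom, and under it 0 of the 7 lists passed against WT either, so it does not decide the point. The pattern was not told apart from genes of the list moving together by chance, as each knockout group has 2 libraries, and a difference between the knockout groups remains only a hypothesis.

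Expressed symbols listed in the second table only were set aside from every comparison. There were 11 with an FPKM of at least 1 in all 3 libraries of that table, and all 11 belong to the SEPT and MARC families, whose names spreadsheet software reads as dates. In the WT, SNAI1_KO_1 and SNAI1_KO_2 libraries, SEPT9 had 252.3, 263.7 and 256.9 FPKM. Others differed more. SEPT6 had 7.99, 15.9 and 16.1 FPKM, MARC1 had 5.60, 12.4 and 12.3, MARC2 had 1.97, 3.70 and 3.63, and SEPT5 had 13.8, 8.91 and 7.15. These are values of single libraries and were not tested. A candidate explanation is that these names were altered or dropped when the first table was written, since all 11 carry such names. No biological explanation was tested.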

How the results depend on the processing

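The counts of genes called for each knockout group and for both against WT stayed within 1.5 times the reported counts under the pseudocounts of 0.1 and 10, the mean FPKM of at least 5, quantile normalization, median-ratio scaling, no mean-variance trend and the other groupings, and under the correction for GC content, equal library means and protein-coding genes only. For both groups these counts ran from 3411 to 4881. After the correction for GC content, 4370 genes were called. With equal library means, 4648 were called and 44.9% of them were higher, against 50.6% as reported, so the balance of higher and lower calls depends on the centring.

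Without the replicate block, 576 genes were called for SNAI1_KO_1, 698 for SNAI1_KO_2 and 1065 for both, of which 435, 521 and 766 were higher. The value of the block rests on the differences between tables, which correlated at 0.616 to 0.676. Without the filter, 1008, 1216 and 2139 genes were called. With a log2 difference of at least 1, 950, 1054 and 998 were called, which that limit imposes. For both groups, the 4 fits that each left out one knockout library called from 2681 to 2840 genes. The cause of the changes was not tested, apart from that limit. The contrast between the knockout groups called 0 genes under every alternative run, with 81 to 1313 at an unadjusted p under 0.05.

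With the inter-gene correlation estimated, 0 lists passed in any of the 3 contrasts against WT, where 3 passed as reported. The adjusted p was 0.170 for both the mesenchyme list (mean log2 difference -0.26 for both groups, -0.26 for SNAI1_KO_1 and -0.26 for SNAI1_KO_2) and the epithelial list (1.65, 1.63 and 1.67) in each contrast. The setting enters only the p-value and cannot change these means. That estimate uses 2 residual degrees of freedom, and the cause was not tested further. Without the filter, 5 lists passed for SNAI1_KO_2, the endoderm and Wnt target lists among them, and without the block its endoderm list passed too (adjusted p 0.0444). With fry, which does not set a list against the other genes, the pluripotency list passed in all 3 contrasts. Its adjusted p by fry was 0.0150, 0.0165 and 0.0150. Leaving out one library at a time, the epithelial list of SNAI1_KO_2 ran from 1.62 to 1.71 and the mesoderm list of SNAI1_KO_1 from -0.011 to 0.20, its sign turning without the WT library of the first table.

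Of the other results, FN1 ran from -0.43 to 0.018 on leaving out one library, AXIN2 from -0.069 to 0.15 and the endoderm list of SNAI1_KO_1 from -0.35 to 0.022, each changing sign, and none of them had passed. AXIN2 was also -0.034 without the SNAI1_KO_1 library of the first table. Over 677 alternatives of 42 single genes and lists, 633 kept their direction and side of the threshold, 28 were weaker, 10 stronger, 2 moved and 4 reversed. The mesenchyme, epithelial and mesoderm lists are not in this tally. It therefore leaves out their losses with the estimated inter-gene correlation and the sign change of the mesoderm list, both given above. Of the weaker ones, 9 came without the block, 6 without the filter and 3 with the estimated inter-gene correlation. A further 3 came without the mean-variance trend, and the rest on leaving out one knockout library. These last 2 kinds are not named one by one. Absolute depth is unknown, so the precision of low values cannot be given. Count-based tests and tests on recovered reads were not run, because the values are FPKM.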

Other observations

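The tests of GC content were revised after their first values were seen. The tests of library scaling and depth on the number of calls, of a copy gain and pseudogene reads at SNAI1, and of an estimated inter-gene correlation were chosen only after the results they bear on were seen.

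Of the 9 choices of 1 library per table as the odd one out, fitted with the knockout libraries as one group, 1 gave as many calls as the choice of both WT libraries, which was that choice itself (4881 genes); the other choices each gave 0, with 115 to 286 genes at an unadjusted p under 0.05. With 9 choices the share cannot fall under 0.05 whatever the data, so this count alone does not test chance. On simulated values with no gene changed, the model with the knockout libraries as one group called 0 genes. The log2 difference and GC content correlated with r = -0.029 across genes, which are not independent replicates, so there was little linear trend to remove. This limits what the correction for GC content can test here and in the paragraphs that follow. How many values the correction moved was not counted, and 4370 genes were called after it. Under quantile normalization 4166 were called, of which 4000 were among the 4348 genes of the report, so that scaling keeps most calls. The balance of higher and lower calls does depend on the centring, with 44.9% higher under equal library means against 50.6% as reported. The knockout libraries had a mean relative depth of 0.921 in the first table and 1.10 in the second, opposite directions, so depth does not account for a shared direction.

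SNAI1 mRNA was higher in all 4 knockout libraries. The log2 difference was 0.60 under quantile normalization and 0.59 after the correction for GC content. The 60 expressed neighbours had a median difference of -0.085, within the range from -0.15 to 0.049 that holds the middle 90% of such windows, so a copy gain of the region was not seen. SNAI1P1, a pseudogene, reached at most 0.555% of the SNAI1 FPKM in a library. A candidate explanation of the rise is loss of feedback by the protein on its own gene. A transcript that a frameshift leaves in place would account for mRNA being present, but not for a level above WT. Neither was tested, and mislabelled libraries cannot be excluded by this gene.

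The largest rises included ACTA1 and ANKRD1, which are known as targets of SRF or YAP. Targets whose values had not been looked at were then tested. The YAP targets (19 genes) had a mean log2 difference of 0.61, 15 of them higher, with a camera p of 0.000282. Of these genes 11 were called higher and the 4 that were not higher were all called lower, so the YAP targets did not rise as one. The SRF targets (17 genes) had a mean of 0.78, all 17 higher, with a camera p of 3.25e-09. In the 4 knockout libraries the mean lay between 0.52 and 0.68 for the YAP targets and between 0.64 and 0.86 for the SRF targets. The mean of these genes was 0.67 under quantile normalization and 0.69 after the correction for GC content. With an estimated inter-gene correlation the camera p was 0.216 for the YAP targets and 0.197 for the SRF targets. Under that setting 0 of the 7 lists of the report passed either, the epithelial list included, so it does not decide whether genes of a list moved together by chance. Higher activity of SRF, and less clearly of YAP, in the knockout libraries may be a hypothesis to test, since it was noticed and tested on the same libraries.

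HOXB2, HOXB3 and HOXB6 were lower, HOXB6 with a log2 difference of -3.04. HOXB9 had a smaller difference of -0.66. HOXB6 and HOXB9 were chosen after their values were seen. The 40 expressed neighbours of HOXB outside the HOX genes had a median difference of -0.048, within the middle 90% of windows, so a loss of the region was not seen. HOXB2 was at -3.76 under quantile normalization and -3.74 after the correction for GC content. A change in regulation of the cluster may be a hypothesis, since reads shared between overlapping genes were not tested.

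NODAL rose by 2.34 on the log2 scale, while LEFTY1, LEFTY2 and CER1, chosen after their values were seen apart from LEFTY1, had differences of -1.78, -2.69 and -1.0. NODAL was at 2.35 under quantile normalization and 2.34 after the correction for GC content. A split between the NODAL ligand and LEFTY1, LEFTY2 and CER1 may be a hypothesis, since protein levels were not analysed here. Genes that respond to NODAL were not tested as a set, so the split is not extended to them. In the mesoderm list, which did not shift as a set, T (brachyury), CDX1 and FGF4 were higher by 2.72, 3.16 and 2.32. In the same list BMP4, HAND1 and FOXF1 had differences of -2.25, -1.96 and -1.83. All 6 were chosen after their values were seen.

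The tables differed at some genes in every group. In the WT libraries, MT-RNR2 was 33.1 FPKM in the first table and 1190.3 in the second, and MT-CYB was 40.7 and 1099.9, while RN7SK was 186.6 and 12.8. In all, 18 tested genes differed between tables by at least 3 on the log2 scale in each of the 3 groups.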
